# scMAGeCK links genotypes with multiple phenotypes in single-cell CRISPR screens

**DOI:** 10.1186/s13059-020-1928-4

**Published:** 2020-01-24

**Authors:** Lin Yang, Yuqing Zhu, Hua Yu, Xiaolong Cheng, Sitong Chen, Yulan Chu, He Huang, Jin Zhang, Wei Li

## Abstract

We present scMAGeCK, a computational framework to identify genomic elements associated with multiple expression-based phenotypes in CRISPR/Cas9 functional screening that uses single-cell RNA-seq as readout. scMAGeCK outperforms existing methods, identifies genes and enhancers with known and novel functions in cell proliferation, and enables an unbiased construction of genotype-phenotype network. Single-cell CRISPR screening on mouse embryonic stem cells identifies key genes associated with different pluripotency states. Applying scMAGeCK on multiple datasets, we identify key factors that improve the power of single-cell CRISPR screening. Collectively, scMAGeCK is a novel tool to study genotype-phenotype relationships at a single-cell level.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-020-1928-4) contains supplementary material, which is available to authorized users.

## Introduction

Pooled genetic screens based on CRISPR/Cas9 genome engineering system is a widely used method to study the functions of thousands of genes or non-coding elements in one single experiment [1–3]. Recent CRISPR screening combined with single-cell RNA-seq (scRNA-seq) provides a powerful method to monitor gene expression changes in response to perturbation at a single-cell level. These technologies, including Perturb-seq [4, 5], CRISP-seq [6], Mosaic-seq [7], and CROP-seq [8], enabled a large-scale investigation of gene regulatory networks, genetic interactions, and enhancer-gene regulations in one experiment.

CRISPR screening coupled with scRNA-seq, which will be referred to as “single-cell CRISPR screening”, enables detecting the expression changes of whole transcriptome at a single-cell level. One can potentially search for perturbed genomic elements that lead to the differential expression of certain gene of interest. This approach resembles a fluorescence-activated cell sorting (FACS) experiment, where single cells are separated into groups of high (or low) expression of certain marker. Such “virtual FACS” experiment [7] can be performed on unlimited numbers of phenotypes, represented by the expressions of genes (or gene signatures). Therefore, single-cell CRISPR screening greatly eliminates the limitation of traditional screening experiment, where only one phenotype can be tested. However, few efforts were made to evaluate this approach, and no computational methods are available for the “virtual FACS” analysis based on single-cell CRISPR screening data.

Here we present scMAGeCK, a computational framework to systematically identify genes (and non-coding elements) associated with multiple phenotypes in single-cell CRISPR screening data. scMAGeCK is based on our previous MAGeCK models for pooled CRISPR screens [9–11], but further extends to scRNA-seq as the readout of the screening experiment. scMAGeCK consists of two modules: scMAGeCK-Robust Rank Aggregation (RRA), a sensitive and precise algorithm to detect genes whose perturbation links to one single marker expression, and scMAGeCK-LR, a linear-regression-based approach that unravels the perturbation effects on thousands of gene expressions, especially from cells that undergo multiple perturbations.

We demonstrated the ability of scMAGeCK to perform functional analysis from single-cell CRISPR screens. We applied scMAGeCK on public datasets generated from CROP-seq [8], a widely used protocol for single-cell CRISPR screening [12–14]. When compared with t-SNE clustering analysis, we found that for all the datasets, only one to two genes are enriched in clusters, while scMAGeCK identified many targets whose expressions are downregulated upon knockout with statistical significance. In the evaluation and comparison experiment, scMAGeCK demonstrates better specificity and sensitivity than other existing methods in analyzing single-cell CRISPR screens. Applying this approach to phenotypes, we identified oncogenic and tumor-suppressor genes and enhancers, by simply testing their associations with MKI67 (Ki-67), a commonly used proliferation marker. We further tested our scMAGeCK approach on mouse embryonic stem cells (mESCs) and identified key genes associated with different pluripotency states. These outcomes indicated that scMAGeCK enabled the reconstruction of a complex genotype-phenotype network.

Finally, we studied key factors that determine the statistical power of single-cell CRISPR screens. The efficiency of gene knockouts (or knockdowns) varies between different targets and different single cells. Highly expressed target genes tend to have a stronger effect of downregulation compared with moderately or lowly expressed targets. Screens with high multiplicity of infection (MOI), where multiple sgRNAs enter into one cell, have improved sensitivity and specificity compared with screens performed in low MOI.

## Results

### scMAGeCK method overview

We previously developed MAGeCK and MAGeCK-VISPR, two algorithms to model gene knockouts from genome-wide CRISPR/Cas9 screens [9, 10]. MAGeCK models the read counts of single-guide RNAs (sgRNAs) using a negative binomial (NB) distribution and prioritizes genes with a revised robust rank aggregation algorithm (alpha-RRA, [15]). The alpha parameter introduced in MAGeCK is used to determine significant and non-significant gRNAs. In addition, “MAGeCK-VISPR” models complex experimental designs using a generalized linear model and an expectation-maximization (EM) approach to optimize all the parameters.

scMAGeCK applies the statistical models of MAGeCK and MAGeCK-VISPR to single-cell CRISPR screening data. scMAGeCK includes two modules, scMAGeCK-RRA and scMAGeCK-LR (Fig. 1a). To identify genes whose perturbation associated with the expression of a gene of interest, scMAGeCK-RRA first ranks single cells according to the target gene expression. Next, scMAGeCK uses RRA to test whether single cells with particular gene perturbation are enriched in a higher (or lower) expression of the target. The alpha parameter is set to limit RRA on single cells whose marker expression is greater than zero, therefore minimizing the effect of possible dropout events. Another module, scMAGeCK-LR, simultaneously investigates the effects of all possible gene expressions. scMAGeCK-LR uses a linear regression model to calculate the “selection” score, similar to “log-fold change,” that describes the degree of perturbations (see “Methods” for more details).

**Fig. 1:**
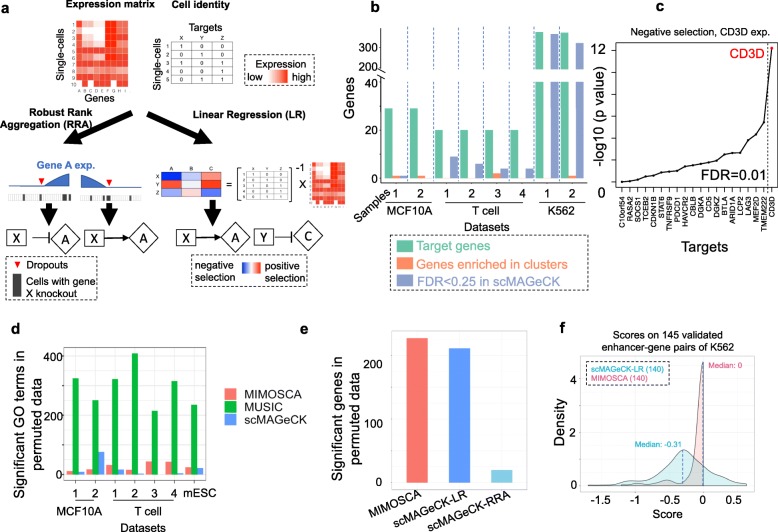
scMAGeCK pipeline and a comparison with clustering analysis and other methods on single-cell CRISPR screens. **a** An overview of the scMAGeCK pipeline. The input of scMAGeCK includes a scaled expression matrix of all genes in all single cells, together with cell identity information on the targets of each single cell. scMAGeCK includes two modules: RRA and LR. RRA infers gene regulatory relationship on certain gene expression (e.g., gene A) using the rankings of single cells and takes dropout events into consideration. LR infers the gene regulatory network on all possible gene expressions. **b** A comparison of scMAGeCK with clustering analysis on three different public CROP-seq datasets. The total number of target genes, genes that are enriched in certain cluster, and genes whose downregulation is considered as statistically significant (FDR < 0.25) are shown. Gene A is considered enriched in certain cluster are defined as single cells carrying gene A knockout consists of > 20% total cells in that cluster, and with adjusted *p* value smaller than 0.25 using chi-squared test. **c** The ranking of genes in reducing CD3D expression in the T cell CROP-seq dataset. **d** The significant GO terms (FDR < 0.05) in the permutated CROP-seq datasets as a measurement of false positives. **e** The significant genes (FDR < 0.05) of each method in the permutated CROP-seq datasets. For all the datasets, we randomly selected 50 expression markers and identified significant perturbations as a measurement of false positives. **f** The selection score distribution of scMAGeCK-LR and MIMOSCA over 145 validated enhancer-gene pairs in [13]. The number of pairs identified by each method is shown in parenthesis

scMAGeCK-RRA and scMAGeCK-LR provide two different approaches for single-cell CRISPR screening data. As scMAGeCK-RRA is a non-parametric test method, it is sensitive to detect subtle and non-linear expression changes. On the other hand, scMAGeCK-LR simultaneously tests the expressions of thousands of genes and is able to deal with cells targeted by multiple sgRNAs.

### Comparisons with clustering analysis and other algorithms

A typical approach to analyze perturbation effect in single-cell CRISPR screening is “enrichment by clustering”: users first cluster single cells based on their gene expression patterns, then check whether certain sgRNAs are enriched in one or more of these clusters using chi-squared or hypergeometric tests. We applied this approach to several public CROP-seq datasets performed on different cell types, including breast epithelial cells (MCF10A), unstimulated and stimulated primary human T cells, and myelogenous leukemia cells (K562) [12–14]. The number of perturbed genes or enhancers vary from around 20 (MCF10A and T cell) to over 1000 (K562). We found that the enrichment by clustering approach only identified one to two genes whose sgRNAs are enriched in certain clusters (Fig. 1b, Additional file 1: Figure S1). The small number of enriched targets in clusters, which also depends on the outcomes of clustering algorithms, limits downstream analysis, including the evaluation of knockout efficiency.

Instead of clustering analysis, we used scMAGeCK-RRA to investigate whether target gene knockout reduces their expressions. In two out of three datasets, we found that 25% (MCF10A data) and 95% (T cell data) of the target genes have reduced expressions with statistical significance, respectively, a demonstration that scMAGeCK-RRA better captures the effect of gene perturbation than the clustering analysis. For example, CD3D knockout strongly reduces CD3D expressions in single cells (Fig. 1c), while cells targeting CD3D are not enriched in any clusters (Additional file 1: Figure S1a-e).

We next compared scMAGeCK with two other methods, MIMOSCA [5] and MUSIC [16]. MIMOSCA uses a regularized linear model, similar with scMAGeCK-LR, to decompose gene expression matrix (from Perturb-seq) into a regulatory matrix, where the effect of sgRNAs on individual genes is modeled within. MUSIC uses the Topic Model, a method in natural language processing, to connect biological function (“topic”) to gene expression (“word”) in a single cell (“document”) under perturbation. A comparison of the features available for each method is presented in Table 1.

**Table 1:** A comparison of scMAGeCK with two available methods, MUSIC and MIMOSCA on different features

	scMAGeCK-RRA	scMAGeCK-LR	MUSIC	MIMOSCA
Analysis method	Rank based	Linear model	Topic model	Linear model
Permutation	*Y*	*Y*	N	*Y*
Test for certain expression-based phenotype	*Y*	*Y*	N	*Y*
Suitable for high MOI	N	*Y*	N	*Y*
Non-linear regulatory relationships	*Y*	N	NA	N
Use sgRNA-target information	*Y*	*Y*	*Y*	N
Use negative control	*Y*	*Y*	*Y*	N
R/Seurat support	*Y*	*Y*	N	N

The performances of these algorithms are evaluated based on three public CROP-seq datasets (MCF10A, T cell, and K562), as well as a new CROP-seq dataset we generated on mouse embryonic stem cells (mESCs). Since MUSIC is an unsupervised method to identify the biological functions of perturbed genes, we first systematically compared each method in terms of identifying enriched Gene Ontology (GO) terms associated with each perturbation. For each perturbed gene, we first permuted single-cell sgRNA labels and identified top genes with strongest expression changes and their enriched GO terms (see “Methods” for more details). Since the sgRNA labels of single cells are randomly shuffled, any significant term is considered as false positive. Among those, scMAGeCK-LR and MIMOSCA identified fewer enriched GO terms than MUSIC (Fig. 1d). scMAGeCK-LR has the fewest terms in six out of seven CROP-seq samples, demonstrating its good control of false positives.

To evaluate the sensitivity of three methods, we compared the enriched GO terms on the original CROP-seq datasets. Only terms that are found in at least two out of three methods are considered as “ground truth” terms (Additional file 1: Figure S2-S3), and their associated *p* values are compared across different methods. Three out of seven datasets have at least one strong GO term (*q* < 1e−4) identified by multiple methods (Additional file 1: Figure S2). Among these datasets, scMAGeCK achieved stronger enrichment, evidenced by lower *q* values (Additional file 1: Figure S2). For the rest of the datasets (Additional file 1: Figure S3), results vary by different methods. MUSIC has the strongest *q* values in some datasets (e.g., mESC and some T cell), possibly due to the fact that the comparisons are limited on MUSIC outputs (see “Methods”) and that MUSIC has a relatively high false positive rate (Fig. 1d).

These comparisons did not include scMAGeCK-RRA as scMAGeCK-RRA requires a specific expression marker as an input. To compare the false positive rate of using certain expression markers, we randomly selected expression markers (from protein-coding genes) in permutated CROP-seq datasets and identified statistically significant genes (FDR < 0.05) as a measurement of false positive (see “Methods” for more details). Three different methods that allow specific expression marker as input are compared: scMAGeCK-RRA, scMAGeCK-LR, and MIMOSCA (Fig. 1e). Both scMAGeCK modules demonstrated fewer levels of false positives than MIMOSCA, while scMAGeCK-RRA has the fewest number of significant genes as false positives.

The original K562 CROP-seq study used an independent approach to identify 145 canonical enhancer-gene pairs, where enhancer perturbations significantly altered target gene expressions [13]. We compared the corresponding enhancer-gene scores and *p* values between scMAGeCK and MIMOSCA (Fig. 1f and Additional file 1: Figure S4). The majority of these enhancer-gene pairs received negative scores from both methods, in agreement with the enhancer functions on these genes. Compared with scMAGeCK that outputs almost all of the canonical pairs, MIMOSCA fails to report many of the enhancer-gene pairs (Additional file 1: Figure S4b) or generates zero scores (Fig. 1f). Collectively, these comparisons demonstrated the good control of false positives and better sensitivity of scMAGeCK over other methods.

### Identification of known oncogenic and tumor-suppressor genes and enhancers

We first used scMAGeCK-RRA to identify genes that modulate the expression of Ki-67 (*MKI67*), a commonly used marker for cell proliferation. In MCF10A CROP-seq, the knockout of *TP53* tumor-suppressor gene strongly induced MKI67 expression in corresponding single cells (adjusted *p* value = 1.5e−4; Additional file 1: Figure S5a). Other gene knockouts (*RUNX1*, *CDH1*, and *ARID1B*) have similar effect, consistent with their reported tumor-suppressor roles in breast cancer or other cancer types [17–19] (Fig. 2a). On the other hand, four gene knockouts significantly reduce Ki-67 expression (Fig. 2b). Among those, CHEK1 is a checkpoint kinase that is essential for normal and cancer cells (Additional file 1: Figure S5b) [20], GATA3 is a critical transcription factor with known oncogenic role [21], and RAD51 has been reported as an oncogene with elevated expression in multiple cancer types including breast cancer [22]. CASP8 has multiple functions in different contexts [23], with a possible essential role in breast cancer cell lines [24]. Many of these genes are consistent with their roles as tumor suppressors or oncogenes in genome-wide CRISPR and RNAi screens (Additional file 1: Figure S5c-d). Some genes have opposite roles compared with genome-wide CRISPR screens, an indication that they may function in a cancer type-specific manner.

**Fig. 2:**
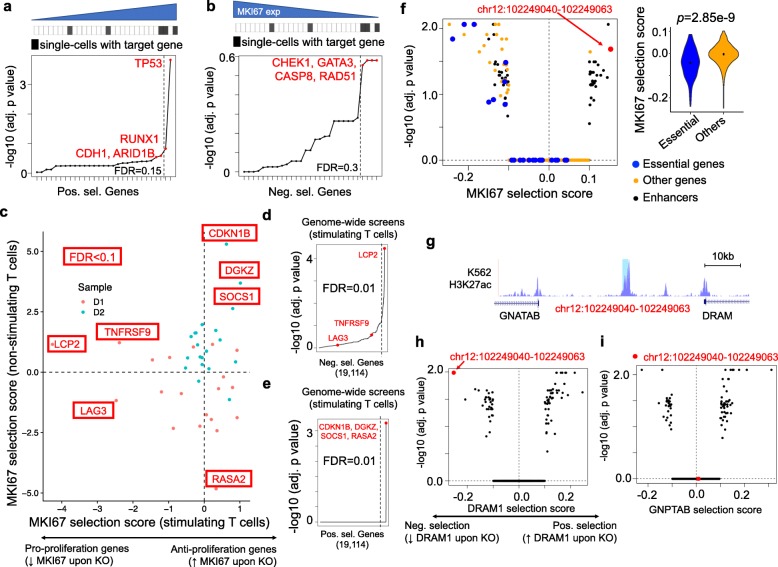
Associations with the expression of Ki-67 (MKI67), a proliferation marker. **a**, **b** The rankings of genes that are positively (**a**) or negatively selected (**b**) on MKI67 expression. Here, positive selection in **a** indicates single cells with certain target gene knockout (black rectangle on the top) have higher MKI67 expression. **c** The MKI67 selection score in stimulating and non-stimulating T cells in the T cell CROP-seq dataset. Genes performed in two different patient samples (D1/D2) are marked with different colors, and genes with FDR < 0.1 are highlighted. The selection score is calculated based on the *p* values reported from RRA, with direction depending on whether it is a positively (or negatively) selected genes. See “Methods” for more details. **d**, **e** The ranking of selected genes in **c** in genome-wide CRISPR screening, including negative selection ranking (**d**) and positive selection ranking (**e**). **f** The MKI67 selection score and *p* values calculated from scMAGeCK-LR in K562 dataset. Essential genes (ribosomal subunits and proteasomes) are marked in blue, while the tumor-suppressor-like enhancer of interest (chr12:102249040-102249063) is highlighted in red. Inset: the distribution of MKI67 selection score between essential genes and other genes. *p* value is calculated using Wilcox rank sum test. **g** The chromosome view of the enhancer chr12:102249040-102249063. **h**, **i** The DRAM1 and GNPTAB selection score and their corresponding *p* values. The enhancer chr12:102249040-102249063 is highlighted in red

In the T cell CROP-seq dataset, we identified different genes that regulate *MKI67* expression in non-stimulating and stimulating T cells (Fig. 2c) and compared their roles in genome-wide CRISPR screens in stimulating T cells, previously published in [14] (Fig. 2d, e). Here, we defined a “selection score” based on the *p* values calculated by scMAGeCK-RRA to describe the direction (and the degree) of *MKI67* regulation (see “Methods” for more details). Among those, four genes play anti-proliferation roles in stimulating T cells (*CDKN1B, DGKZ, SOCS1,* and *RASA2*). All these genes are top positively selected hits in genome-wide CRISPR screens (Fig. 2e). LCP2, the strongest negative selection hit in genome-wide screens (Fig. 2d), is also identified as the top pro-proliferation gene, consistent with its essential role in T cell function [14]. TNFRSF9 (CD137) is a co-stimulatory factor in T cells whose knockout reduces *MKI67* expression but is not identified in genome-wide CRISPR screens (Fig. 2d). In contrast, LAG3, an immune checkpoint receptor, paradoxically reduces MKI67 expression upon knockout, a demonstration that different platforms may provide different results.

We next studied the expression of Ki-67 in the K562 CROP-seq dataset, where each cell is targeted by an average of 20 sgRNAs [13]. scMAGeCK-LR is used for the analysis, as scMAGeCK-RRA is not suitable for cells targeted by multiple gRNAs. Overall, knocking down essential genes, including ribosomal subunits and proteasomes, reduced MKI67 expression (Fig. 2f), consistent with their critical roles in cell functions. Several enhancers are among the top candidates whose perturbation changed Ki-67 expression (Fig. 2f). Among those, chr12:102249040-102249063 a putative enhancer that negatively regulates Ki-67 expression. This enhancer is located in the intergenic region of chromosome 12 with strong H3K27ac signals, proximal to the transcription start site (TSS) of two protein-coding genes (*GNPTAB* and *DRAM1*, Fig. 2g). To further identify the target genes, we ranked all genes/enhancers based on their perturbation effects on *GNPTAB* and *DRAM1* expressions (Fig. 2h, i). chr12:102249040-102249063 is among the top hits on reducing the expression of *DRAM1* (but not *GNPTAB*). Indeed, *DRAM1* (DNA damage regulated autophagy modulator 1) is a tumor-suppressor gene with decreased expression in various tumors and is required for the induction of autophagy by the p53 pathway [25]. Collectively, these results demonstrated that oncogenic and tumor-suppressor genes (and enhancers) can be readily identified by testing their associations with Ki-67 using scMAGeCK.

MKI67 is a widely used marker for proliferation. To investigate the effect of different proliferation markers (or marker combinations), we systematically compared MKI67 with cyclin a (CCNA1/2) and cyclin E (CCNE1/2), two cyclin family members that regulate the cell cycle. In addition, we included one cell cycle-related gene signature from GSEA MSigDB database (pathway name: WHITFIELD_CELL_CYCLE_LITERATURE) [26]. We tested whether these markers are indicative of known genes (or validated genes) that regulate proliferation (e.g., TP53, CDKN1B, LCP2; Additional file 1: Figure S6a). For K562 dataset, 53 essential genes were identified from K562 CRISPR screening [27] whose TSS are targeted in the CROP-seq library. These gene are evaluated whether their knockdowns reduced proliferation marker expressions (Additional file 1: Figure S6b), and their enrichment among all genes/enhancers in the library using GSEA (Additional file 1: Figure S6c). Overall, gene signatures and MKI67 worked better than cyclins to identify known or validated proliferation-associated genes (with the only exception in K562 high MOI where more essential genes are identified from CCNA2/CCNE1). In contrast, the behaviors of cyclin genes vary across datasets: some cyclin genes work equally well or better than MKI67/signature (e.g., CCNE1 in high MOI K562), but none is served as a stable indicator of proliferation. Interestingly, some markers provide opposite directions in certain perturbations (e.g., DGKZ knockout; Additional file 1: Figure S7). These results indicate that various qualities of the datasets, compositions of cells at different stages, and the use of different markers may contribute to different aspects upon one single phenotype of cell proliferation.

### Investigating multiple phenotypes using scMAGeCK

We set out to use scMAGeCK to study multiple phenotypes beyond proliferation. In MCF10A CROP-seq dataset, we studied the effect of gene knockouts on apoptosis, as doxorubicin is known to induce apoptosis in normal and tumor cells [28]. We used the average expression of genes in an apoptosis signature in the MSigDB database [26] as the readout. These genes are downregulated in a breast cancer cell line (ME-A) undergoing apoptosis in response to doxorubicin [29], a system mostly resemble the experimental conditions in MCF10A CROP-seq. Under the false discovery rate 0.1 cutoff, we found three genes that significantly modulate the expressions of apoptosis signatures in two conditions (doxorubicin treatment or mock treatment, Fig. 3a). Among those, *TP53* consistently served as a pro-apoptosis gene, consistent with its critical role in apoptosis. Interestingly, BRCA1 serves as an anti-apoptosis gene in the normal MCF10A cells, consistent with previous reports that BRCA1 loss triggers apoptosis and BRCA1 deletion causes growth inhibition in MCF10A [30, 31].

**Fig. 3:**
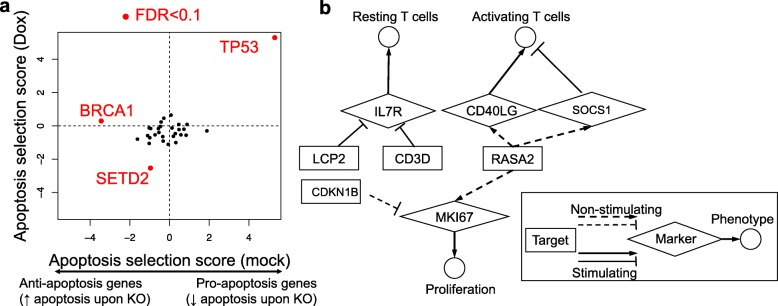
scMAGeCK on other phenotypes. **a** The apoptosis selection score of different genes in MCF10A CROP-seq datasets treated with doxorubicin (*y*-axis) and with mock control (*x*-axis). Genes with FDR < 0.1 are highlighted in red. Here the average expression of signature genes in an apoptosis gene set in MSigDB is served as a marker. The signature comes from genes that are downregulated in a breast cancer cell line (ME-A) undergoing apoptosis in response to doxorubicin (ID: GRAESSMANN_APOPTOSIS_BY_DOXORUBICIN_DN). **b** The target-marker-phenotype network in T cell CROP-seq dataset. Target genes are genes that are screened in CROP-seq dataset, while markers that are known to be associated with resting T cells, activating T cells, and proliferation are selected. Gene regulatory relationship from non-stimulating and stimulated cells is shown in dashed and solid lines, respectively. Genes are selected based on the FDR cutoff 0.1 from scMAGeCK-RRA

In T cell CROP-seq data, we chose known markers that are associated with multiple phenotypes in T cells, including resting (IL7R), activating T cells (CD40LG, SOCS1), and proliferation (MKI67). The outputs of scMAGeCK enabled an unbiased construction of genotype-phenotype network in non-stimulating and stimulating T cells (Fig. 3b). Among these, LCP2 and CD3D knockout significantly increases IL7R, consistent with their essential roles in T cell stimulation. Some genes may have opposite roles in different conditions; for example, RASA2 is a positive regulator of MKI67 in non-stimulating cells (Fig. 3b). On the other hand, genome-wide screens on stimulating T cells revealed RASA2 as a negative regulator (Fig. 2e). This is consistent with CROP-seq data, although the FDR is not significant (0.37 in stimulating T cells; Fig. 2c). This genotype-phenotype network provides an intuitive approach to study gene functions in different contexts.

### scMAGeCK identified key genes associated with different pluripotency states of embryonic stem cells

Having demonstrated the ability of scMAGeCK to perform functional analysis of multiple phenotypes, we performed CROP-seq experiments to interrogate genes that are critical for mouse embryonic stem cell (mESC) pluripotency and differentiation. The pluripotent state of the mESCs is highly dynamic, including a more primitive naïve state and a primed state ready for differentiation [32]. As they represent two key different developmental stages of pre- and post-implantation embryos, it is important to understand what factors regulate these two states. We thus designed 45 guides to perturb 15 genes including naive and primed pluripotency-associated transcription factors and metabolic genes. 

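The CROP-seq data came from mouse embryonic stem cells that carried Cas9 and a pool of guides, in which the guide of a cell is read from the same profile as its mRNA. The 15 targets, with 3 guides each, were pluripotency regulators (Nanog, Esrrb, Klf4, Otx2, Tcf3, Zfp42, Lin28a and Lin28b) and enzymes of threonine and one-carbon metabolism, among them Tdh, Shmt2, Mthfd2 and Mat2a, and 10 negative control guides were added. Naïve cells grew with inhibitors of MEK and GSK3 plus LIF, a cytokine that sustains self-renewal, on a layer of feeder fibroblasts. Primed cells had 48 h in FGF2 and Activin, the signals of the post-implantation epiblast. The cells were captured on inDrop, a droplet platform that gives the RNA of each cell a barcode, and 2 libraries of each state, L2 and L3, were analysed. The authors' tables hold whole-number counts per gene, guide and barcode on the mouse build mm10, and the aligner and counter are not given in the sources used here. Gene counts summed to 9189563 over 5073 barcodes in naïve L2, to 5178161 over 3425 barcodes in primed L2, to 6175879 over 3855 barcodes in naïve L3 and to 4002608 over 2795 barcodes in primed L3. A count that could belong to several genes stands in each of them, and such ambiguous counts made up 16.8 to 17.9% of the library totals.
The L3 library of each state repeated the cells of L2. All 3855 naïve L3 barcodes and 99.4% of the primed L3 barcodes were also present in L2 of the same state, against 3.71 to 5.40% between libraries of different states. Of the L3 cells with a guide, 72.9% of the naïve and 66.1% of the primed cells carried the same guide in L2, against 1.35 and 0.893% after shuffling. Both libraries were therefore counted as 1 sample per state, which leaves no replicate spread, and no p-value is given between states or between groups of cells. Barcodes with at least 500 detected genes and at most 10% mitochondrial counts were kept, the limits that the paper states for its public datasets. Counts were summed over the kept cells of a library and scaled by TMM to CPM, the usual depth-scaled unit. The level of a state is the mean of L2 and L3, and 95% intervals of log2 ratios are exact intervals from the L2 counts that cover counting error only. A cell was assigned every guide with at least 1 count, and how many of these counts were background was not tested. The rule gave 1013 assigned naïve cells (27.8%) and 469 assigned primed cells (19.14%) in L2. The level of a gene in the cells with guides of 1 target was divided by its level in the other assigned cells of the library, which is called its ratio, with an exact 95% counting interval, and log2 ratios of target groups have 0.5 counts added to both groups. Such cells numbered 867 in naïve L2 and 377 in primed L2, those with only negative control guides included.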

CROP-seq experiments were performed with samples in the two states of mESC (naïve and primed), respectively (see “Methods”). Overall, we obtained the transcriptome profiles of ~ 2000 cells per sample using the InDrop platform [33]. t-distributed stochastic neighbor embedding (t-SNE) clustering demonstrated a clear separation of both states, not batches (Fig. 4a). 

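The genes with the largest differences between naïve and primed cells included transcription factors of pluripotency and targets of Wnt signalling. Among genes with a mean of at least 50 CPM, 141 were at least 2-fold higher and 280 at least 2-fold lower in primed cells in both L2 and L3, by size and without a test. The highest in primed cells included Pou3f1, a POU transcription factor of the post-implantation epiblast, at a log2 primed over naïve of 6.04 (5.50 to 6.54), and Dnmt3l, a cofactor of de novo DNA methylation, at 5.85 (5.45 to 6.26). Car4, a carbonic anhydrase, was at 6.78, Utf1, a chromatin factor of pluripotent cells, at 5.42, the kinase Pim2 at 5.24, the endocytic receptor Lrp2 at 4.80 and the tight junction protein Cldn6 at 4.60. Timp2, an inhibitor of matrix proteases, was at 5.49, and 98.6% of 70 feeder fibroblast-like cells in primed L2 had a Timp2 count, against 2.02% of the other primed cells. Lower in primed cells were Tfcp2l1, a transcription factor of naïve self-renewal, at −5.86 (−6.63 to −5.62), the Wnt receptor Fzd10 at −6.44, the troponin Tnni1 at −6.64, the junction protein Jam2 at −4.95 and Fam25c at −5.06. Sp5 and Cdx1, both targets of Wnt signalling, were almost or fully absent from primed cells. Sp5 had 2 counts in primed L2 against 909 in naïve L2 (log2 −8.12, −11.16 to −6.26), and Cdx1 had 0 counts in the primed libraries and was at least 487-fold lower, with 3 counts over both primed libraries as the floor. The olfactory receptor genes Olfr506 (−5.84) and Olfr1459 (−5.29) were also among the lowest, with 26.4 and 13.0% of their counts ambiguous.
The filters kept 3638 naïve and 2451 primed cells in L2, and 2684 naïve and 1977 primed cells in L3, with medians of 1418, 1212, 1327 and 1137 counts per cell. To measure the separation, 1977 cells were drawn from each library and the 20 nearest neighbours of each cell were found in 30 principal components. The share of neighbours of the same state was 98.3% for naïve L2, 97.1% for primed L2, 97.9% for naïve L3 and 97.53% for primed L3 cells. Between 42.0 and 46.5% of the neighbours had the same state but came from the other library, and 0.685 to 1.36% had the other state and came from the other library. Since a cell stands in both libraries, its own repeat was among its neighbours for 80.1 to 87.3% of cells with a partner. With each barcode used in only 1 library, 97.0% of neighbours were of the same state and 43.4% were of the same state but the other library.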

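Nanog, a homeobox transcription factor that maintains naïve pluripotency (ENSMUSG00000012396.12, chromosome 6 of mm10 from 122707489 to 122714633), had 443 CPM in naïve and 30.3 CPM in primed cells. This was a log2 primed over naïve of −3.87 (−4.10 to −3.58). Dnmt3b, a de novo DNA methyltransferase of the epiblast (ENSMUSG00000027478.15, chromosome 2 from 153649450 to 153687730), had 30.3 CPM in naïve and 1425 CPM in primed cells (log2 5.56, 5.31 to 5.72). The other naïve markers of the paper were also higher in naïve cells, with a log2 of −4.02 (−4.36 to −3.86) for the nuclear receptor Esrrb, −3.35 (−3.52 to −3.16) for the threonine dehydrogenase gene Tdh and −2.28 (−2.45 to −2.06) for the Krüppel-like factor Klf4. Otx2, a homeobox gene of the epiblast, was higher in primed cells at 4.58 (4.01 to 4.93). The values of these 6 markers in both libraries are given in the plot of marker levels.
Of 17 other naïve genes, 15 were at least 2-fold lower in primed cells, 1, the zinc finger gene Zfp981, was at least 2-fold higher, and the median log2 was −2.0. The largest differences in this list, beside Tfcp2l1, were those of Prdm14, a repressor of FGF signalling (−5.13, from −4.60 in L2, with 3 counts in primed L2 and an interval of −6.90 to −3.02, and −5.85 in L3), Tbx3, a T-box factor (−4.78, −5.11 to −4.23), and Tet2, a 5-methylcytosine dioxygenase (−3.90, −5.98 to −3.09, 5 counts in primed L2). Of 13 measured other primed genes, 9 were at least 2-fold higher and 0 lower, with a median of 1.61. Examples were the growth factors Fgf5 (6.44, with 1 count in naïve L2) and Fgf15 (5.92, also 1 count) and the zinc finger gene Sall2 (3.13). The median of the naïve list lay below and that of the primed list above all 10000 random lists matched on size and mean expression.
A Nanog count was found in 39.7% (exact 95% interval 38.1 to 41.3%) of 3638 naïve L2 cells and 4.41% (3.63 to 5.30%) of 2451 primed L2 cells. The share in the feeder fibroblast-like primed cells, which should lack Nanog, was 4.29%, at a median of 1440 counts per cell in that cluster. This share comes from 3 Nanog counts, a level of 55.1% (11.2 to 165%) of that in the other primed cells, while Otx2 was at 7.75% and Pou5f1 at 12.9%, so how much of the primed Nanog share is background was not settled. Dnmt3b counts were found in 4.78% of naïve and 75.03% of primed L2 cells, and in 24.3% of the feeder fibroblast-like cells against 76.5% of the other primed cells. After each cell was thinned to 946 counts, which left 2873 naïve and 1763 primed cells, the shares were 27.3 and 3.52% for Nanog and 2.79 and 64.2% for Dnmt3b.

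**Figure D1:**
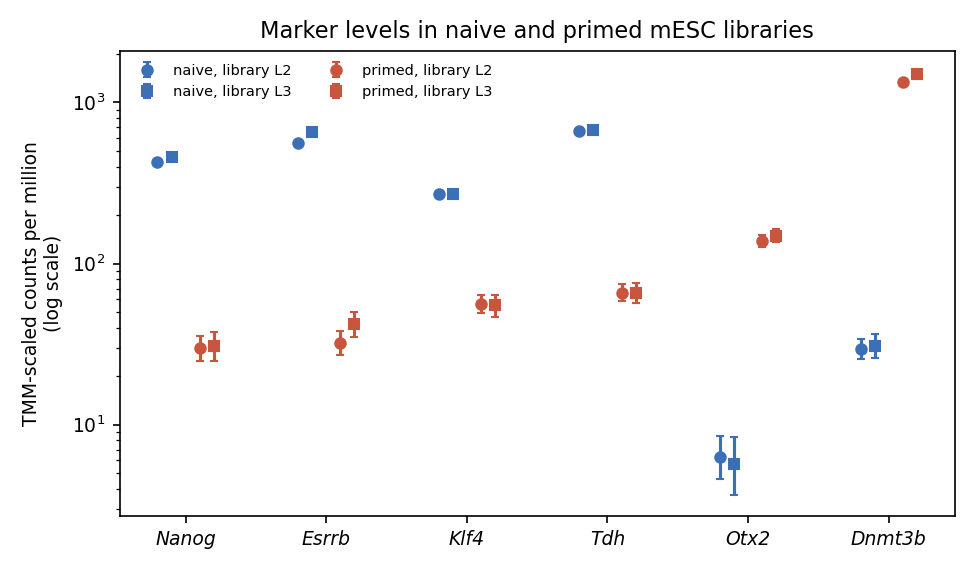
TMM-scaled CPM (log axis) of the naïve markers Nanog, Esrrb, Klf4 and Tdh and the primed markers Otx2 and Dnmt3b in the naïve (blue) and primed (red) libraries L2 (circles) and L3 (squares), with exact 95% counting intervals as bars. The naïve libraries lie above the primed ones for the first 4 genes, with Nanog at 424 and 461 against 29.8 and 30.9, and below them for Otx2 and Dnmt3b.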

Known markers are selectively expressed in each state, including *Nanog* in the naïve state, and *Dnmt3b* in the primed state (Fig. 4b), respectively.

**Fig. 4:**
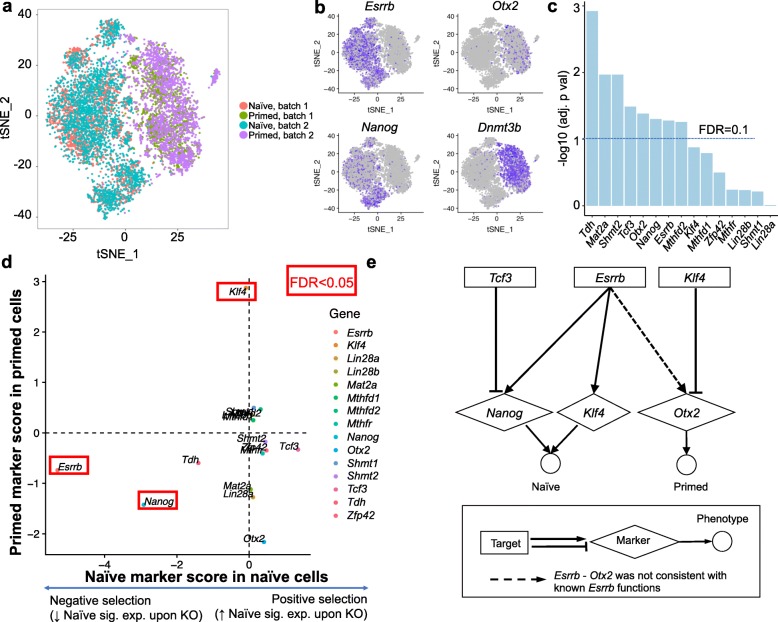
CROP-seq on mouse embryonic stem cells (mESC) uncovered known regulators for stem cell differentiation. **a** The t-SNE plot on single-cell expression profiles in naïve or primed states in two batches. **b** Selected marker expression, including *Esrrb*, *Nanog* (naïve markers), *Otx2*, and *Dnmt3b* (primed markers). **c** The adjusted *p* values, calculated from scMAGeCK-RRA, on target gene downregulation. **d** The naïve marker scores as well as primed marker scores in their corresponding cell states. Genes with FDR < 0.05 are highlighted in red. Naïve marker score is based on the average expression of four naïve marker genes: *Nanog*, *Esrrb*, *Klf4*, and *Tdh*, while primed marker score is based on *Otx2* expression. **e** The target-marker-phenotype network constructed from scMAGeCK results. Only significant results (FDR < 0.01) are used to construct the network. Dotted arrow indicates *Esrrb-Otx2* that is inconsistent with known *Esrrb* functions

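Leiden clustering of the L2 cells gave 15 clusters, of which 9 had over 90% of their cells from 1 state. The largest held 1741 naïve and 20 primed cells. The next ones held 1153 primed and 5 naïve cells, led by the neuropeptide gene Calca and by Fgf5, and 902 primed and 10 naïve cells, led by the lactate transporter Slc16a3 and by Pou3f1. A small cluster of 70 primed and 2 naïve cells was feeder fibroblast-like. It was led by the matrix genes Timp2, Mgp, Bgn and Col1a2, and its primed cells had 1508 CPM of the collagen gene Col1a1 against 6.33 CPM in the other primed cells. In 9 clusters with 1433 cells (23.5%) the top genes by fold were 2 features whose CPM in the cluster differed by at most 1%, such as Foxd3, Rhox9 or Kazn with an unnamed feature, and ambiguous counts stand in both features of such a pair. The 6 clusters of mixed state were among these, with for example 37 naïve and 33 primed cells, or 89 and 63.
Each guide was compared with the other L2 cells of the same state that carried guides of only 1 target or only negative controls. Over 33 guides with at least 10 cells, 494 comparisons of a guide, a state and a cluster were made, and in 4 the lower exact 95% limit lay above the share of the other guides. In naïve cells these were 2 negative control guides. Of 22 cells with Negative-2, 3 lay in the cluster led by the receptor gene Kit (13.6%, 2.91 to 34.9%, against 1.66% of the others). Of 12 cells with Negative-7, 11 lay in the largest naïve cluster (91.7%, 61.5 to 99.8%, against 51.5%). The other 2 were guides of Lin28b, an RNA-binding protein that blocks let-7 maturation, in primed cells. The intervals were not adjusted for the 494 comparisons.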

Consistent with the results from public CROP-seq datasets, clustering analysis only identified two sgRNAs from two genes that are enriched in certain clusters (Additional file 1: Figure S8). In contrast, scMAGeCK-RRA identified 8 out of 15 genes whose expression is reduced upon knockout with statistical significance (Fig. 4c). 

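In naïve cells, targeted genes were mostly lower in the cells with their guides. Shmt2, the mitochondrial serine hydroxymethyltransferase (ENSMUSG00000025403.5, chromosome 10 from 127517123 to 127522444), had a ratio of 0.144 (0.0391 to 0.369) in 25 cells with its guides and 0.202 in L3. Tdh, an enzyme of threonine breakdown, had a ratio of 0.447 (0.337 to 0.582) in 69 cells, and its 3 guides gave 0.463, 0.464 and 0.354. Mthfd1, a folate enzyme of the cytosol, had 0.320 (0.0868 to 0.827) in 38 cells, with 4 counts. For these 3 genes the log2 ratio lay below that of the same gene in each of the 15 other target groups, negative controls included. Intervals below 1 were also found for Esrrb at 0.589 (0.354 to 0.924) in 24 cells, Zfp42, a zinc finger marker of pluripotency, at 0.613 (0.393 to 0.915) in 82 cells, and Mthfd2, a mitochondrial folate enzyme, at 0.634 (0.388 to 0.980) in 74 cells. For each of these 3 the log2 ratio was lower than in 14 of the 15 other target groups, but that of Zfp42 (−0.68) lay within the spread of its other groups (SD 1.04).
Other targets had intervals that included 1. Mat2a, which makes S-adenosylmethionine, had 0.868 (0.672 to 1.11) in 56 cells, and 100% of its counts were ambiguous. Nanog had 0.793 (0.442 to 1.31) in 17 cells, where the guides e2-61-2 and e2-64-1, which hold the same ambiguous counts, gave 0.204 and guide e3-70-3 gave 1.43. Klf4 had 0.652 (0.177 to 1.68) in 14 cells. Otx2 had 0 counts in 31 naïve cells with its guides and 14 in the others, which allows a ratio of up to 7.50. The name Tcf3 can stand for the E-protein gene Tcf3, with 1.09 (0.220 to 3.33), or for Tcf7l1, a repressor of Wnt targets long called Tcf3, with 0.721 (0.464 to 1.07), both in 33 cells. Over the 19 pairs of target and state with at least 20 cells, 14 had a lower level of the target gene (73.7%, exact 95% interval 48.8 to 90.9%). With 0.5 counts added to both groups 12 were lower (63.2%, 38.4 to 83.7%), since naïve Lin28b, with 1 count in the target cells, and Shmt1, with 3, then lay above 1. Otx2 was counted as lower in both tallies on 0 counts. The ratios of targets with a count in the target cells are given in the plot of target levels, apart from 1 target that is not shown.

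**Figure D2:**
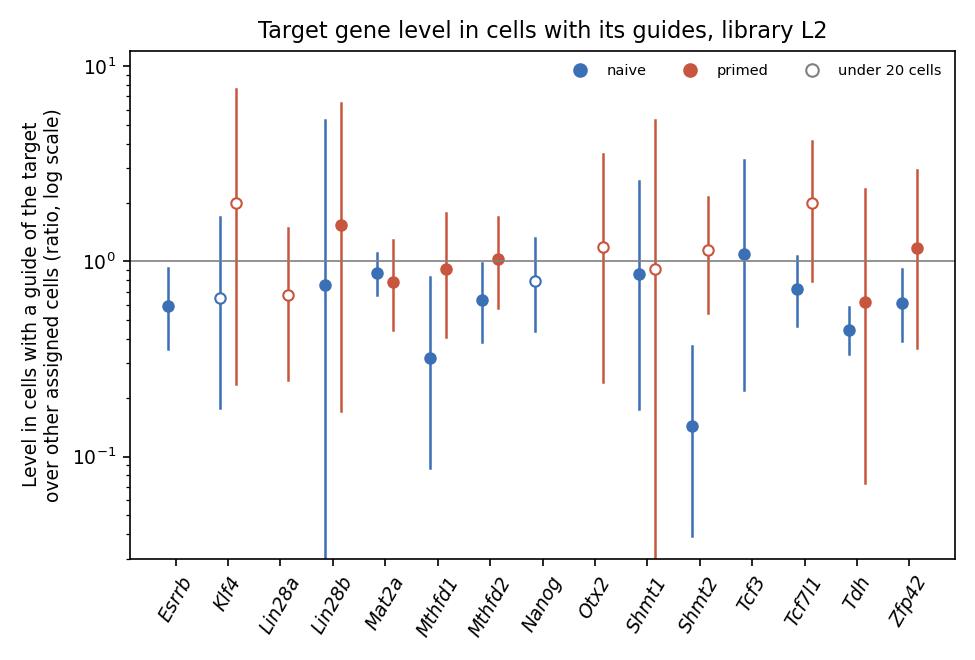
Ratio (log axis) of the level of each targeted gene in cells with its guides to its level in the other assigned cells, in naïve (blue) and primed (red) L2 cells, with exact 95% counting intervals as bars. Open points have under 20 cells, pairs with 0 counts in the target cells and 1 target are left out, and intervals that reach below the lower end of the axis are drawn to it. Shmt2, Tdh and Mthfd1 in naïve cells lie lowest.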

For the remaining seven genes that do not reach FDR threshold (0.1), six have less than 100 supporting single cells. 

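Cells with guides of only 1 target were few for most genes. Over naïve and primed L2, 12 of the 15 targets had under 100 such cells, and Lin28b (145 cells), Zfp42 (130) and Mthfd2 (105) had more. Among the 7 genes below the threshold in Fig. 4c, Klf4 had 27 cells, Lin28a 33, the cytosolic serine hydroxymethyltransferase gene Shmt1 37 and Mthfd1 61, while Zfp42 and Lin28b had over 100. The metabolic genes Tdh (95 cells) and Mat2a (77) had more cells than the transcription factors Nanog (28), Esrrb (32), Tcf3 (38) and Otx2 (40), and Shmt2 had 37. Cells with a Lin28a guide and any other guide included numbered 90 in naïve and 42 in primed L2, since most of them also carried a Lin28b guide count. In naïve L2 the guides Lin28a-e2-sz and Lin28b-e2-sz had 93 ambiguous counts each, which may be the same counts listed under both. Such cells need not carry both guides, so the 33 cells of Lin28a may be an undercount.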

The small number of single cells, together with other reasons (e.g., low sgRNA efficiency, gene knockout does not change their expression), may contribute to the “failure” to detect target gene downregulation. Interestingly, knocking out Lin28a/b did not change their expressions, but two gRNAs led to some enrichment effect on a subset of cells (Additional file 1: Figure S8), possibly due to the potential off-target effects of these sgRNAs.

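Lin28a and Lin28b, RNA-binding proteins that block the maturation of let-7 microRNAs, were low in naïve cells. Lin28a had 39.2 CPM in naïve and 188 CPM in primed cells (log2 2.26, 2.03 to 2.43), and Lin28b had 3.97 and 19.05 CPM (2.26, 1.52 to 2.80). In cells with their guides, Lin28a had 0 counts in 18 naïve cells, which allows a ratio of up to 2.36, and a ratio of 0.675 (0.245 to 1.49, 6 counts) in 15 primed cells. Lin28b had 1 count in 107 naïve cells (ratio 0.758, 0.0175 to 5.33) and 2 counts in 38 primed cells (1.53, 0.170 to 6.50). A change of Lin28b was not detectable at this depth.
By intervals not adjusted for the number of comparisons, primed cells with 2 of the Lin28b guides had a higher share in 1 cluster each. Of 17 primed cells with guide Lin28b-e2-sz, 10 lay in the cluster led by Calca (58.8%, 32.9 to 81.6%). The share was 32.8% among the 360 other primed L2 cells with guides of only 1 target or only negative controls. Of 19 primed cells with guide Lin28b-e3-94-1, 3 lay in a cluster (15.8%, 3.38 to 39.6%, against 0.559%) led by Zbed6 and Gm38394, a pair of features with nearly equal counts. In naïve L2, 93 of the 124 counts of guide Lin28a-e2-sz and 93 of the 158 counts of Lin28b-e2-sz were ambiguous.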

We next investigated the effect of individual gene knockout on both states, using the expression of known naïve and primed markers. To this end, we used the expression of *Otx2*, a primed state-specific gene [34] and a combined expression of *Nanog*, *Esrrb*, *Klf4*, and *Tdh*, four naïve markers, as the readout [35]. The scores of both markers are shown for naïve and primed cells, respectively (Fig. 4d). Among those, *Nanog* knockout significantly reduced the naïve marker expression, consistent with its critical role in naïve pluripotency [36]. 

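Nanog knockout cells in the naïve state had less of the naïve marker sum. The summed counts of Nanog, Esrrb, Klf4 and Tdh had a ratio of 0.719 (0.552 to 0.922) in 17 naïve cells with Nanog guides. Esrrb, a direct target of Nanog, had a ratio of 0.560 (0.305 to 0.943), and its log2 ratio of −0.79 was lower than in the 14 other target groups (SD 0.22). Tdh had 0.692 (0.432 to 1.05) and Klf4 1.01 (0.519 to 1.78). Cells with guides of Tdh, itself one of the markers, had a summed ratio of 0.710 (0.622 to 0.808), with Klf4 at 0.676 (0.458 to 0.965), and cells with Shmt2 guides had 1.28 (1.08 to 1.51).
The Nanog value rests on few cells, and its interval included 1 in L3 alone and with guides seen in either library. In L3, which repeats the same cells, the summed ratio was 0.847 in 4 cells. Without ambiguous guide counts, which leaves 8 cells with guide e3-70-3, it was 1.04 (0.755 to 1.40). The counts removed were those that the Nanog guides e2-61-2 and e2-64-1 share, all 12 of each in naïve L2. Their removal drops cells of the same target, so the value of 1.04 does not test the assignment of these cells to Nanog. The paper relates the lower naïve marker expression of the Nanog knockout cells to the critical role of Nanog in naïve pluripotency.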

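In 24 naïve cells with Esrrb guides, where Esrrb itself was lower, Klf4 had a ratio of 0.580 with an interval that includes 1 (0.264 to 1.11), Nanog was at 1.07 (0.698 to 1.58) and Tdh at 1.26 (0.935 to 1.67). The sum of the 4 naïve markers, which includes the targeted Esrrb itself, had a ratio of 0.934 (0.762 to 1.13), and 0.816 (0.601 to 1.08) in L3. Naïve cells with Tcf3 guides had a summed ratio of 1.07 (0.909 to 1.24) in 33 cells. Among their markers, Klf4 was at 0.530 (0.272 to 0.933), lower than in the 14 other target groups, Esrrb at 1.06 (0.777 to 1.41) and Tdh at 1.15 (0.882 to 1.46). The mean of the 4 log2 ratios was −0.04, of the opposite sign to the log2 of the sum. With cells of several targets included, the summed ratio of Tcf3 was 1.198 (1.05 to 1.36) and the mean log2 ratio 0.18 in 45 cells.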

*Esrrb* knockout decreases, whereas *Tcf3* knockout increases, the naive marker expressions, consistent with the previous report that *Tcf3* inhibits naïve state through *Esrrb* [37]. 

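In the primed state, Otx2, which drives the exit from the naïve state, had a ratio of 1.02 (0.208 to 3.06) in 13 cells with Klf4 guides, which held 3 Otx2 counts. In L3 it was 1.79 (0.212 to 6.79) in 4 cells. The largest Otx2 ratio was that of cells with Mthfd1 guides, at 2.04 (1.05 to 3.62) in 23 cells, and the lowest with a count was that of Tdh, at 0.310 (0.0372 to 1.15, 2 counts) in 26 cells. The Otx2 ratio was 1.29 with Lin28b (0.626 to 2.41, 38 cells) and also 1.29 with Zfp42 guides (0.683 to 2.25, 48 cells). The log2 ratio of Otx2 had an SD of 0.67 over the 12 other target groups, so a moderate effect of Klf4 was not detectable at this depth.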

In the primed state sample, *Klf4* knockout increases primed markers, demonstrating its role in maintaining naive state and preventing differentiation [38].

Based on the known functions of perturbed genes, we built a target-marker-phenotype network that describes the gene regulatory network in both cell types (Fig. 4e). The inputs of the network analysis are scMAGeCK-RRA results, using a set of predetermined expression markers that are known to each state (i.e., *Nanog* and *Klf4* for naïve state, and *Otx2* for primed state in Fig. 4e). Target-marker associations with statistical significance (FDR < 0.01) are used to draw the network. This network, constructed unbiasedly from CROP-seq data, includes previously reported naive and primed regulatory relations. For example, *Tcf3* regulates mES pluripotency through suppressing *Naong* expression [39]. 

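Nanog had a ratio of 1.29 (0.934 to 1.74) in 33 naïve cells with Tcf3 guides, from 45 Nanog counts. Its log2 ratio of 0.38 was higher than in 12 and lower than in 2 of the 14 other target groups, whose SD was 0.35. The repressor gene Tcf7l1 was well expressed in both states, at 406 CPM in naïve and 440 CPM in primed cells, and the E-protein gene Tcf3 was low, at 19.2 and 18.8 CPM. All 34 counts of each of 2 of the 3 Tcf3 guides in naïve L2 were ambiguous, and without such counts 7 cells remained. These 2 guides, e2-76-3 and e2-78-2, had equal cells and equal ambiguous counts in every library. Removing the counts they share drops cells of the same target, so it does not test the assignment of these cells to Tcf3.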

*Klf4* may restrain Otx2 expression, which is supported from evidences that *Otx2* downregulates *Klf4* and *Klf* absence inhibits *Nanog* [40]. On the other hand, the *Esrrb*-*Otx2* regulation in primed state is not consistent with the known function of *Esrrb*, as *Esrrb* plays a critical role in maintaining naive pluripotency as a direct target of *Nanog* [41] and *Otx2* suppress the expression *Nanog* [42]. 

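Klf4 itself had 55.7 CPM in primed cells, and 2 Klf4 counts in the 13 primed cells with its guides gave a ratio of 2.00 (0.234 to 7.68). Dnmt3b, a more abundant primed marker than Otx2, had a ratio of 1.201 (0.872 to 1.61) in these cells from 45 counts. In naïve cells with Klf4 guides, Nanog was at 0.726 (0.291 to 1.501), Esrrb at 1.02 (0.544 to 1.76) and the sum of the 4 naïve markers at 0.805 (0.563 to 1.12).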

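Otx2 had 0 counts in the 8 primed cells with Esrrb guides, which allows a ratio of up to 1.73. Dnmt3b was at 0.850 (0.537 to 1.28) in these cells, from 23 counts. Esrrb itself, at 37.1 CPM in primed cells, also had 0 counts in them. In primed cells with Nanog guides, Otx2 was at 0.783 (0.0938 to 2.89, 2 counts) in 11 cells.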

In summary, the scMAGeCK generated network provides opportunities to unbiasedly identify known and novel regulations.

### High target expression and high MOI improves the power of single-cell CRISPR screening

We set out to determine factors that affect the statistical power of single-cell CRISPR screening. We first determine whether the expression of target gene is reduced in corresponding single cells, an indication of target knockout efficiency. Different levels of downregulation are observed in different datasets and samples (Fig. 1b). 

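Across targets of the mESC screen, the level of a gene in cells with its guides was compared with its expression. The most expressed targets in naïve cells were Tdh, Mat2a and Esrrb, with a mean log-normalized expression of 1.39, 1.37 and 1.33, and Shmt2, at 0.923, had the lowest ratio. All counts of Mat2a (100%) were ambiguous, and it had 0 CPM in both states once these were subtracted. The least expressed were Lin28b (0.0127) and Otx2 (0.0198). Over the 19 pairs of target and state with at least 20 cells, median expression and log2 ratio had a Pearson r of −0.19 (two-sided permutation p = 0.424, adjusted p = 0.558) and a Spearman rho of −0.29 (p = 0.231, adjusted p = 0.301). Only 3 of the 19 medians were above 0, those of Tdh, Mat2a and Esrrb in naïve cells. With the mean in place of the median, r was −0.47 (p = 0.0382, adjusted p = 0.147) and rho −0.58 (p = 0.011, adjusted p = 0.0413). Without the 2 pairs farthest from the median of expression, r was −0.13 for the median and −0.51 for the mean. The 0.5 counts added to both groups raise the log2 ratio of genes with few counts, which these p-values do not account for. When the profiles were shuffled among the assigned cells of a library 2000 times, r for the mean averaged −0.07 and rho −0.13, and against these the two-sided p was 0.0650 for r and 0.0670 for rho.
Within the naïve state, r was −0.42 for the mean (p = 0.174, 12 pairs, permutation test) and −0.02 for the median. Within the primed state it was −0.62 for the mean (permutation p = 0.139, 7 pairs), and no median was above 0. With the rank over cells in place of the ratio, p-values were taken against shuffled cells and not adjusted. In naïve cells r for the mean was −0.63 (p = 0.0475) and rho −0.80 (p = 5.0e-04). In primed cells r was 0.00226 (p = 0.993) and rho −0.29 (p = 0.552). Over both states r was −0.55 (p = 0.0315) and rho −0.62 (p = 0.0055). The rank of a gene detected in few cells can move little. Naïve Otx2, detected in 1.1% of cells, had 0 counts in its target cells and still a rank of 49.4%. Naïve Tdh, detected in 58.7%, had 39.3%. Equal downregulation of all targets could give such a correlation, so p-values for the rank do not show that highly expressed targets were lowered more. Pairs are genes measured in the same cells, not independent replicates, and the p-values were adjusted by Benjamini-Hochberg over 30 correlations, of which 10 had a Pearson p under 0.05, and 0 after adjustment, and 10 had a Spearman p under 0.05, and 8 after adjustment.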

Overall, we observed a strong correlation between the effect of downregulation (measured by the negative selection *p* values from scMAGeCK) and median gene expression in all datasets (Fig. 5a, b, Additional file 1: Figure S9). Genes that are highly expressed are more likely to have a strong downregulation. For example, in mESC CROP-seq dataset, targets may undergo different downregulation effects in different states (Fig. 5b). 

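Among targets with at least 20 cells, 11 of 12 were lower in naïve cells with their guides and 3 of 7 in primed cells. With 0.5 counts added to both groups these were 9 of 12 and 3 of 7, but without ambiguous guide counts they were 11 of 12 and 6 of 7, so the primed count depends on how guides are assigned. In primed cells Mthfd2 had a ratio of 1.02 (0.578 to 1.69) in 31 cells, Zfp42 1.17 (0.361 to 2.93) in 48 cells, Mthfd1 0.913 (0.411 to 1.77) in 23 cells and Mat2a 0.788 (0.446 to 1.29) in 21 cells. Shmt2 had 1.15 (0.546 to 2.13) in 12 primed cells. The expression of these targets by state varied. Zfp42 was lower in primed cells, at 58.1 against 242 CPM (log2 −2.06, −2.26 to −1.87), Mthfd2 was higher, at 302 against 194 CPM (0.64, 0.55 to 0.78), and Shmt2 differed little, at 368 against 415 CPM (−0.17, −0.24 to −0.06). Of 16 target genes, both genes of the name Tcf3 included, 8 differed by at least 2-fold between the states.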

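Tdh encodes the threonine dehydrogenase of naïve stem cells (ENSMUSG00000021953.14, chromosome 14 from 63492347 to 63509092), and its level was 672 CPM in naïve and 66.1 CPM in primed cells, a 10.2-fold difference. In 69 naïve L2 cells with Tdh guides its level was 307 CPM from 57 counts, and in the repeat library L3 its ratio was 0.324 (0.176 to 0.548) in 27 cells. In primed cells, 26 cells with Tdh guides held 2 Tdh counts, a ratio of 0.621 (0.0736 to 2.34), and in L3 11 cells held 1 count (0.928, 0.0226 to 5.69). The primed interval includes both 1 and the naïve ratio, so a downregulation as large as in naïve cells could not be told from none at this depth. Gcat, the next enzyme of threonine breakdown, was also lower in primed cells (log2 −1.72, −1.94 to −1.49), as was Amt of the glycine cleavage system (−1.34), while Gldc of that system was higher (2.02).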

*Tdh*, a highly expressed gene in naïve but not in primed cells, demonstrates strong downregulation effect only in the naïve state (Fig. 5c, d).

**Fig. 5:**
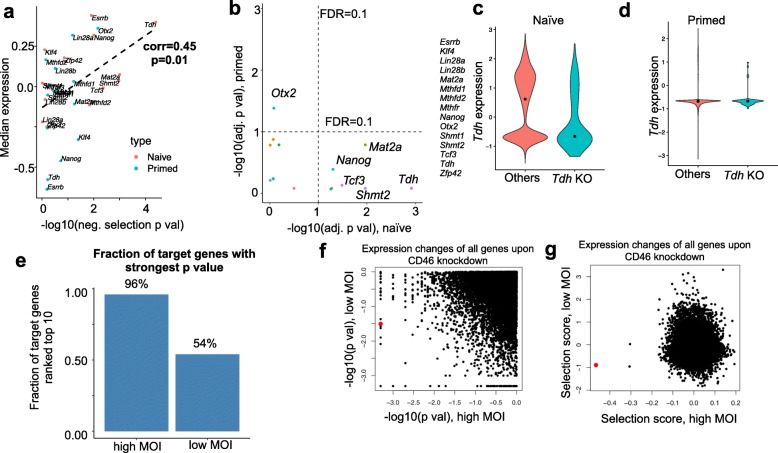
Factors that determine knockout efficiency in single-cell CRISPR screens. **a** The knockout effect on target gene downregulation (measured by negative selection *p* value) and the median target expression in mESC dataset. **b** The negative selection *p* values of all targets in naïve and primed states in mESC CROP-seq dataset. **c**, **d** The expression of *Tdh* in *Tdh* knockout cells and other cells in naïve and primed states. The CD46 gene is marked as red. **e** The fraction of target genes with the strongest *p* values, where target gene is ranked top ten among all other genes, in high MOI and low MOI conditions. **f**, **g** The *p* value (**f**) and selection score (**g**) of all possible genes upon CD46 knockdown in K562 dataset. CD46 itself is marked as red

Some CRISPR screening and single-cell CRISPR screening studies suggested using high multiplicity of infection (MOI) to increase the power of screening [13, 43]. We set out to compare the effect of high vs. low MOI in terms of a target gene knockout effect using scMAGeCK. In the K562 dataset, the screening is performed in two different conditions, one with high MOI (with around 28 gRNAs per cell) and the other with low MOI (around 1 gRNA per cell). We evaluated the statistical power of both conditions, by looking at the effect of downregulation in over 300 protein-coding genes. The selections scores of these genes are highly correlated between two conditions (Additional file 1: Figure S10a). However, over 95% of the target genes are among the strongest downregulated genes in high MOI screen, while only 50–60% of them ranked top in low MOI screen (Fig. 5e, Additional file 1: Figure S10b). For example, CD46 has the strongest downregulation for CD46 perturbation in high MOI, but only ranks 876th (out of 12,000 genes) in terms of *p* value, and 305th in terms of selection score in low MOI condition, respectively (Fig. 5f, g). This comparison demonstrates that a better statistical power can be obtained by increasing the level of MOI in the screening experiment.

Across different CROP-seq datasets, K562 performed better than the others (Fig. 1b) as both conditions reached higher numbers of downregulated genes upon knockdown. Two possible reasons may contribute to the high successful rate. First, CRISPR inhibition (CRISPRi) was used in K562 datasets to directly knock down the expression of target gene expression. In contrast, others datasets use CRISPR-Cas9 to knock out target gene, whose expression may not be affected [12]. Second, genes selected in the K562 screening generally have high expression in K562 cell line [13], a factor that contributes to the high success rate (Fig. 5). Third, high MOI increases the number of single cells per target gene, one reason that the statistical power is improved compared with low MOI. Collectively, these results indicate that to reach a better knockdown effect in CROP-seq experiments, users may select genes with moderate or high expressions and increase the number of cells per each gene perturbation (by increasing MOI).

## Discussion

CRISPR screening using single-cell RNA-seq as readout (“single-cell CRISPR screening”) is a promising technology that overcomes several limitations of traditional CRISPR screening. First, it enables an interrogation of genotypes on potentially unlimited numbers of phenotypes, represented by the expressions of genes or gene signatures. In contrast, CRISPR screening only studies one single phenotype of cell viability or reporter expression. Second, single-cell CRISPR screening reports the effect of perturbations at the single-cell level, compared with traditional CRISPR screening that are often performed on bulk cells. To this end, scMAGeCK expands our previous MAGeCK algorithmic framework to analyze single-cell CRISPR screening data, providing a powerful computational tool to link genotypes with multiple phenotypes. The two modules of scMAGeCK provide complementary tools to study gene perturbation in different contexts. scMAGeCK-RRA is an algorithm that reaches the lowest false positive rate (Fig. 1e) and is able to detect subtle, non-linear expression changes that scMAGeCK-LR is not able to identify. For example, scMAGeCK-LR failed to detect CHEK1 (score = − 0.06, adjusted *p* value = 0.93) whose knockout reduces MKI67 expression in only a small fraction of cells (Additional file 1: Figure S5b), which is readily identified as the top hit in scMAGeCK-RRA (Fig. 2b). In contrast, scMAGeCK-LR provides a convenient tool to model the expressions of all genes and deals with cells infected by multiple sgRNAs, where scMAGeCK-RRA may fail (e.g., in Additional file 1: Figure S11).

We tested scMAGeCK on several public CROP-seq experiments. scMAGeCK identified potential oncogenes and tumor-suppressor genes (and enhancers) by simply testing their associations with the expression of Ki-67, a proliferation marker. We demonstrated the ability of scMAGeCK to study other phenotypes, including apoptosis, T cell stimulation, stem cell differentiation, etc. These results generated from scMAGeCK enabled an unbiased reconstruction of genotype-phenotype network, providing an intuitive picture for users to study gene regulatory network and enhancer-gene regulations.

So far, CRISPR screen studies on mESC pluripotency or naive and primed state transition is mainly based on genetically labeled fluorescence reporters as readout [44–46], which is limited by only one or two genes. Here we employed a single-cell RNA-seq combined with CRISPR screening technology (CROP-seq) and used whole-cell transcriptome as readout of cell fate changes. With the aid of scMAGeCK, we were able to capture alteration of cell fate defined by a combination of marker genes upon genetic perturbation and to build or refine the regulatory network of mESCs.

Some single-cell CRISPR screening technologies (Perturb-seq, CRISP-seq, MOSAIC-seq) use additional barcodes to determine the single-cell identity. The sgRNA-barcode correspondence may be compromised during the screening process, which may complicate downstream analysis results [47–49]. Here, we exclusively focus on CROP-seq where sgRNA itself serves as the barcode. Once the sgRNA-barcode issue is solved with improved protocol, scMAGeCK will be extended to other platforms as well.

Most of the CROP-seq datasets based on target gene knockout have a low successful rate (Fig. 1b). There may be various reasons to the failures, including (1) low target gene expression, (2) low guide knockout efficiency, and (3) not enough single cells to reach statistical significance. Therefore, to increase the success rate, users may pick up genes with moderate or high expression and/or ensure that there are enough number of cells for the analysis (e.g., by increasing MOI). One caveat of this approach is that target gene knockout may not necessarily reduce its expression (Hill et al. 2018). To overcome this limitation, one may look at the expression of known downstream targets or switch to CRISPR inhibition instead of CRISPR knockout to directly repress target gene expression. As more CROP-seq (or other types of single-cell technology) datasets accumulate, we may be able to study how guide knockout efficiency affects the outcome of the screen.

Compared with CROP-seq using low MOI condition, high MOI reaches a better performance in terms of target gene knock down (Fig. 5d–f). However, high MOI condition may not be suitable for CRISPR knockout based CROP-seq, as multiple DNA cleavage within single cell may induce strong DNA damage response in the cells [27, 50, 51]. Further investigations are needed to determine the best MOI for CROP-seq based on CRISPR/Cas9 gene knockouts.

As the quality of different CROP-seq datasets varies (e.g., Fig. 1b), choosing a proper false discovery rate (FDR) cutoff is an essential step. The choice of appropriate FDR depends on how stringent the users would like the results would be. Users may select low thresholds (e.g., 0.01) if they want fewer but more reliable results, and high thresholds (e.g., 0.25) if more results are needed and a high false positive rate can be tolerated.

Besides scRNA-seq, single-cell epigenomic profiling could serve as the screening readout (e.g., single-cell ATAC-seq), providing a novel approach to measure epigenome changes upon perturbation [52]. In the future, scMAGeCK will support other types of single-cell sequencing data as the screening readout, enabling analysis on phenotypes beyond gene expression.

## Methods

### The scMAGeCK algorithm

scMAGeCK consists of two modules, scMAGeCK-RRA and scMAGeCK-LR, based on our previous MAGeCK and MAGeCK-VISPR algorithms [15]. scMAGeCK-RRA first ranks single cells based on the expression of gene A of interest. Then, the RRA algorithm proposed by Kolde et al. [12] to evaluate whether single cells bearing certain gene X is enriched in the front of the ranked list*.* Suppose *M* single cells are ranked in the experiment according to gene A expression in the descending order, *R* = (*r*_1_, *r*_2_, …, *r*_*n*_) is the vector of ranks of *n* single cells targeting gene X (*n* < < *M*, *r*_*i*_ ≤ *M* where *i* = 1, 2, …, *n*), and *α* is the percentage of single-cells that have non-zero counts on gene A. We first normalize the ranks into percentiles *U* = (*u*_1_, *u*_2_, …, *u*_*n*_), where *u*_*i*_ = *r*_*i*_/*M*(*i* = 1, 2, …, *n*). Under null hypotheses where the percentiles follow a uniform distribution between 0 and 1, the *k*th smallest value among *u*_1_, *u*_2_, …, *u*_*n*_ is an order-statistic which follows a beta distribution *B*(*k*, *n*, + 1 − *k*). RRA computes a *p* value *ρ*_*k*_ for the *k*th smallest value based on the beta distribution.

For positive selection (cells with gene X knockout are enriched in higher A expression), the significance score of the gene, the *ρ* value, is defined as *ρ* = min(*p*_1_, *p*_2_, …, *p*_*j*_), where *j* out of the *n* single cells targeting gene X have non-zero read count on gene A. For negative selection, single cells that are ranked in the front will have zero counts (dropouts). Therefore, we calculated *ρ* = min (*p*_j + 1_, *p*_j + 2_, …, *p*_*n*_) where the first *j* single cells have zero counts on gene A (and are excluded from the calculation of *ρ*).

To compute a *p* value based on the *ρ* values, we performed a permutation test where the sgRNAs are randomly assigned to single cells. We then compute the FDR from the empirical permutation *p* values using the Benjamini-Hochberg procedure.

The selection score of gene X perturbation on gene A, calculated from scMAGeCK-RRA, combines the results of both negative and positive selection:

$$ {s}_{XA}=\left\{\begin{array}{c}\log {p}_{\mathrm{neg}}, if\ {p}_{\mathrm{neg}}<{p}_{\mathrm{pos}}\\ {}-\log {p}_{\mathrm{pos}}, if\ {p}_{\mathrm{pos}}<{p}_{\mathrm{neg}}\end{array}\right. $$

where *p*_neg_ and *p*_pos_ are the *p* values of negative selection and positive selection of perturbing gene X on gene A expression, respectively.

scMAGeCK-LR uses a linear regression model to calculate the selection scores of all genes. Let *Y* be the *M × N* expression matrix of *M* single cells and *N* genes. Let *D* be the *M × K* binary cell identity matrix, where *d*_*jX*_ = 1 if single cell *j* contains sgRNAs targeting gene *X* (*j* = 1, 2, …, *M*; *X* = 1, 2, …, *K*), and *d*_*jX*_ = 0 otherwise. The effect of target gene knockout on all expressed genes is indicated in a selection score matrix *S* with size *K × N*, where *s*_*XA*_ > 0 (<0) indicates gene *X* is positively (or negatively) selected on gene *A* expression, respectively. In other words, gene *X* knockout increases (or decreases) gene *A* expression if *s*_*XA*_ > 0 (<0), respectively.

The expression matrix *Y* is modeled as follows:

$$ Y=D\times S+\epsilon $$

where *ϵ* is a noise term following a Gaussian distribution with zero means. The value of *S* can be estimated using ridge regression:

$$ S={\left({D}^TD+\lambda I\right)}^{-1}{D}^TY $$

where *I* is the identity matrix, and *λ* is a small positive value (default 0.01).

To compute the empirical *p* value, we performed a permutation test similar with scMAGeCK-RRA, where the sgRNAs are randomly assigned to single cells. The FDR is then calculated using the Benjamini-Hochberg procedure.

### Public CROP-seq datasets

We used three public CROP-seq datasets. The MCF10A CROP-seq dataset [12], T cell CROP-seq dataset [14], and K562 CROP-seq dataset [13] are downloaded from Gene Expression Omnibus. All datasets are profiled through the 10X Genomics platform. Raw expression matrix from cellranger pipeline is imported and processed using Seurat pipeline (version 3.0) [53]. Briefly, single cells are first filtered out if they contain < 500 expressed genes or > 10% read counts coming from mitochondria genes. The expressions of the remaining cells are normalized and scaled based on the number of UMIs and mitochondrial gene expressions. The principal component analysis (PCA), clustering analysis, and t-SNE visualization are performed using default Seurat parameters.

### Comparisons with other methods

MUSIC is an unsupervised method that only outputs gene rankings and enriched Gene Ontology (GO) terms for each topic and is not able to rank genes based on certain expression-based phenotype. To accommodate the output of MUSIC, we generated enriched GO terms for scMAGeCK-LR and MIMOSCA as follows. We first selected the top gene *G* of each topic *T* generated by MUSIC. Then, we ranked all protein-coding genes based on their absolute selection scores of *G* in scMAGeCK-LR and MIMOSCA, chose *k* top genes (*k* is the number of genes in *T*), and use clusterProfiler to identify enriched GO terms. For consistency, we used clusterProfiler [54] to calculate the enriched GO terms for all three methods.

For permutated CROP-seq data, we randomly shuffled sgRNA-single cell relationship and run scMAGeCK-LR, MUSIC, and MIMOSCA afterwards. The permutation was repeated 10 times. Seven CROP-seq datasets are used (MCF10A, T cell and mESC). K562 was excluded since MUSIC was not able to run on both K562 datasets.

scMAGeCK-RRA, scMAGeCK-LR, and MIMOSCA are further compared using randomly selected genes as expression markers. For each permuted dataset, we randomly selected 50 protein-coding genes as markers and use three different approaches to identify statistically significant perturbations as a measurement of false positives (Fig. 1e).

### gRNA library construction

gRNA cassettes were ligated to CROP-seq-guide-puro vector using Gibson assembly with a ratio of 20:1 at 50 °C for 1 h, then dialyze the reaction against water. Electroporate the gRNA library to lucigen endura cells (Lucigen cat. no. 60242–2) using Lonza 2B nucleofector bacteria program 3. After transformation, add 1 ml pre-warmed Recovery Medium (Lucigen) and at 37 °C for 1 h while shaking at 225 rpm. Then 1 ml bacterial solution was plated on 25 cm × 25 cm ampicillin LB-agar dish at 34 °C for 18 h, then LB medium was added to collect the bacteria. Plasmid DNA was extracted with Tiangen EndoFree maxi Plasmid extraction kit (Tiangen cat. no. DP117).

### Lentivirus production for CROP-seq screens

HEK293T cells were plated onto 10-cm dishes at 6 million cells per dish in 10 ml of lentivirus packaging medium (Opti-MEM I (Gibco), 5% FBS (Gibco), 200 mM sodium pyruvate (Gibco)). Next day, HEK293T were transfected 11.7 μg constructed CROP-seq-guide-puro (containing gRNA library) with lipofectamine 3000 (Invitrogen) using two packaging plasmids psPAX2 (addgene 12260) and pMD2.G (addgene 12259). The medium was changed to lentivirus packaging medium 6 h after transfection. Viral containing supernatant were collected at 24 and 48 h. Viruses were filtered through a 0.22-μm filter and 10% PEG 6000 was added to concentrate CROP-seq virus. Then CROP-seq virus were placed at 4 °C overnight. Centrifuging 30 min at 4200 rpm, discarding the supernatant, and resuspending the CROP-seq virus with 500 μl PBS were done.

### Cell culture

Naive mouse ESCs were cultured in 2i/LIF medium (1:1 DMEM/F12 (Gibco) and neurobasal medium (Gibco) containing 1%(v/v) N2 and B27 supplements (Gibco), 1 mM PD03259010 (stem cell), 3 mM CHIR99021 (stem cell), 1000 U/ml mLIF (Peprotech), 1× l-glutamine (Gibco), 100 mM 2-mercaptoethanol (Sigma), and 1% penicillin-streptomycin (Gibco)) on 0.1% gelatin-coated dishes with MEF feeders. After transducing CROP-seq gRNA library, ESCs were transferred to FGF2/Activin DMEM/FBS medium (1:1 DMEM/F12 and Neurobasal medium containing 1%(v/v) N2 and B27 supplements, 10 ng/ml FGF-2 (Peprotech), 20 ng/ml Activin A (Peprotech), 1× l-glutamine, 100 mM 2-mercaptoethanol, and 1% penicillin-streptomycin) for 48 h to become primed state cells.

### Single-cell RNA-seq

Single-cell RNA sequencing was performed with 1cell-bio inDrop platform (Klein, Mazutis et al. 2015). In brief, cells were prepared in 1× PBS containing 1% volume/volume FBS with an input concentration of 40–60 cells/μl. A total of ~ 6000 cells were captured per sample with different microdevice flow rate conditions with BHM phase varying from 40 to 60 μl/h. Photo-cleavable barcoding oligos were released from barcoded hydrogel microspheres (BHMs) with exposed the collected droplets to UV (6.5 J/cm^2^ at 365 nm). Library preparation was carried out with in vitro transcription (IVT), followed by first PCR amplification with the following program before fragmentation: 1 cycle of 98 °C for 1 min, 10 cycles of 98 °C for 7 s, 60 °C for 30 s, 72 °C for 90 s, and 1 cycle of 72 °C for 3 min. Second PCR was conducted for final library amplification with following program: 1 cycle of 98 °C for 2 min, 2 cycles of 98 °C for 20 s, 55 °C for 30 s, 72 °C for 2 min, 9 cycles of 98 °C for 20 s, 65 °C for 30 s, 72 °C for 2 min, and 1 cycle of 72 °C for 5 min. One lane was used for sequencing both two samples on Hiseq X.

## Supplementary information

Additional file 1 Supplementary figures, including Figure S1-S11

Additional file 2 Review history

How the deposited data were processed for this re-analysis (not part of the article)

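The data were single-cell counts from the CROP-seq screen in mouse embryonic stem cells, with 2 libraries, L2 and L3, of naïve cells and 2 of primed cells that had 48 h in FGF2 and Activin. Samples were mapped to states by the labels. The other experiments of the paper are not analysed here. For each library the authors deposited whole-number counts per feature and cell barcode, together with the part of these counts that is ambiguous between genes and a list of barcodes. The submitters' processing notes name the mouse build mm10, and the aligner, the counter and the rule by which barcodes were kept are not given in the sources used here. In every library the counts of each feature added up to the total stated beside it (0 features did not match). The 32343 features were 32287 Ensembl genes, 55 guides and 1 Cas9 construct. Gene symbols were found for 31742 genes by their identifier, 30299 of them with the same version. Guide and Cas9 counts name no gene and stayed out of library sizes. They made up 0.0398% of all counts in naïve L2, 0.0290% in primed L2, 0.0310% in naïve L3 and 0.0221% in primed L3.

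Barcodes with at least 500 detected genes and at most 10% mitochondrial counts were kept. The paper states these limits for its public datasets and its text names none for its own cells. The kept cells had 7063307 gene counts in naïve L2, 3959541 in primed L2, 4622757 in naïve L3 and 3016183 in primed L3, and medians of 924, 827, 865 and 777 detected genes per cell. Scrublet called 0, 0, 4 and 2 doublets in these libraries, which is too few for a working doublet caller, so no cell was removed as a doublet and doublets remain among the cells. Clusters and neighbours were made in scanpy 1.11.5. The paper states, for its public datasets, that expression was scaled on counts and mitochondrial share and that default Seurat settings were used for the later steps, and the numbers of genes, components and neighbours and the Leiden method below were chosen for the present analysis. Counts were log-normalized to 10000 per cell, 2000 variable genes were scaled with total counts and mitochondrial share regressed out, and Leiden clusters (leidenalg 0.10.2, resolution 0.8, seed 1) were made from 30 principal components and 20 neighbours. The clusters used the L2 cells, and a cluster was named after a cell type only where at least 3 of its top 10 genes were markers of that type.

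Because L2 and L3 of a state held the same cells, each state was 1 sample. The planned tests between states and between groups of cells were therefore not run. These were the quasi-likelihood test of edgeR, camera with a preset or an estimated correlation, fry, the fit with the library pair as a block, the Wald test of DESeq2 and the permutation p of the paper's rank test. In their place, counts were summed over the kept cells of a library and scaled with TMM factors from edgeR 4.0.16 in R 4.3.3, or with the size factors of DESeq2 1.42.0 as an alternative. Genes were called by size, with a mean of at least 50 CPM and at least a 2-fold difference in the same direction in both libraries. The sums gave exact 95% counting intervals, which cover counting error only and not the spread between cultures. The interval beside a log2 primed over naïve is that of the L2 counts, while the value is from both libraries. The median log2 ratio of a gene list was placed among the medians of 10000 random lists matched on size and mean expression, which describes these libraries and is no test. The size rule was tested on simulated data for the comparison of naïve and primed cells. Of 200 genes among 13721 that were changed 4-fold, 166 (83.0%) were recovered, 100 of the 100 raised and 66 of the 100 lowered ones, with 0 false calls. The spread between cultures cannot be estimated from 1 sample per state. The 0 false calls therefore say nothing about genes that differ between cultures of the same state. A lowered gene can drop below the limit of 50 CPM by construction.

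Guides were assigned from at least 1 count. A guide was found in 7.14% of 70 feeder fibroblast-like primed cells, against 19.5% of the other primed cells, so some assignments may be background. The effect of such assignments on the ratios was not tested. The ratio of a target compares cells with guides of only that target with the other assigned cells of the library, and targets with under 20 cells did not enter the tally of lower targets. The tally of marker directions has no such minimum and includes Nanog with 17 naïve and Klf4 with 13 primed cells. The tally of lower targets uses this ratio as it is. For the log2 ratios of target groups, which enter the correlations, the mean marker scores and the comparison between target groups, 0.5 counts were added to both groups. This replaced a floor of 3 counts for these log2 ratios after the first values had been seen. Fold limits for genes with 0 counts in a state still use the floor of 3 counts. The paper's rank measure was replaced by the rank of the target's cells among the other cells, without a p. The tally for Tcf3 uses the gene of that symbol, and Tcf7l1 is given beside it. Correlations (scipy 1.17.1) have permutation p-values from 100000 resamples, adjusted by Benjamini-Hochberg. They were also set against 2000 shuffles of the profiles among assigned cells, which keep the group sizes and the added counts. Other tools were Python 3.11.15, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3 and scikit-learn 1.9.0.

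The filters, gene lists, markers of cell types, planned tests, the rule for named genes and most alternatives were set before the data were examined. The rule names every gene the paper names for this experiment, the 10 genes with the largest log2 ratio in each direction that had the same direction in both libraries and a mean of at least 50 CPM, up to 4 members of each list with the largest ratio, the 10 top genes of each cluster and the 5 largest differences between L2 and L3 in each direction. Names of predicted gene models, clones and pseudogenes were left out of the last and the second of these groups. Some genes that the rule names are not reported here. The condition on an adjusted p fell away with the tests. Zfp981, Axin2, Notum, Lef1, Stat3, Ldha, Slc2a1, Pou5f1, Vim, Fn1, Kit, Col1a1, Sparc, Lgals1 and the feature pairs of clusters were named after their values were seen. The 18 lists were the study's naïve markers, primed markers and targets, other naïve genes, other primed genes, core pluripotency, ERK output, Wnt targets, LIF-STAT3 targets, Nodal-Activin targets, DNA methylation, one-carbon and threonine metabolism, glycolysis, mitochondrially encoded genes, germline and meiosis, G2M phase, immediate early and heat shock genes, and epithelial to mesenchymal genes. The alternatives changed the scaling, the filters on genes and cells, ambiguous counts, doublets, feeder fibroblast-like cells, depth (each cell thinned to 946 counts), libraries, neighbours, principal components, resolution, the comparison group and the cells per target.

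Chosen after values were seen were the summary values that stand in for the planned tests (genes called by size, lists outside the central 95% of random lists, the share of targets that were lower, the number of 4 marker directions and of 6 markers), the definition of feature pairs with equal counts (a difference of at most 1%), the number of markers needed to name a cluster and the tolerances for named log2 ratios and for the correlation. Also added then were guides seen in either library, guides without ambiguous counts, the tally with 0.5 counts added to both groups, other choices of pairs and the rank measure for the correlation, its shuffles, neighbours with each barcode in 1 library and clusters without ambiguous counts.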

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

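The tests of shared barcodes and guides, of Pou5f1 and of the median counts were chosen only after the result was seen. Both cluster tests rest on clusters without ambiguous counts and on the definition of equal pairs, which were also chosen after values were seen. The test of guides in the feeder fibroblast-like cells was not chosen after its result was seen.

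The ratios of Mthfd2, Shmt2 and Zfp42 in cells with their guides lay below 1 in naïve and above 1 in primed cells, in L2 and in L3, which repeats the same cells, and the difference between the states was not tested. The ratio of Mthfd2 was 0.634 in naïve and 1.02 in primed cells (0.678 and 1.15 in L3). The ratio of Shmt2 was 0.144 in naïve and 1.15 in primed cells (0.202 and 1.28 in L3, where the primed value rests on 3 cells). The ratio of Zfp42 was 0.613 in naïve and 1.17 in primed cells (0.706 and 2.57 in L3), and its naïve log2 ratio of −0.68 lay within the spread of the other target groups (SD 1.04). The primed intervals of Mthfd2 (0.578 to 1.69) and Zfp42 (0.361 to 2.93) include both 1 and the naïve ratio, so an effect as large as in naïve cells is not excluded, and without ambiguous guide counts their primed ratios were 0.865 and 0.947. The primed interval of Shmt2 (0.546 to 2.13, 12 cells) lay above its naïve ratio. The paper does not report on the transcript of the Cas9 construct, which had 1813 counts in naïve L2, 713 in primed L2, 1237 in naïve L3 and 584 in primed L3, above the 3 counts that a count of 0 allows.

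A cluster of 70 primed cells and 2 naïve cells expressed feeder fibroblast genes that the paper does not discuss. In the primed cells of this cluster, Col1a1 had 1508 CPM against 6.33 in the other primed cells, Sparc 6578 against 742, Lgals1 4673 against 101 and Vim 3610 against 54.8, and of the 15 feeder markers only Sparc and Lgals1 were above 50 CPM in the other primed cells. A guide was found in 7.14% of them (exact 95% interval 2.36 to 15.9%) against 19.5% of the other primed cells, and a Cas9 count in 10.0% against 20.6%, which argues against stem cells that became mesenchymal in FGF2 and Activin. Their median count was 1.17 times that of the other primed cells, which argues against droplets that hold a fibroblast and a stem cell. Pou5f1 was at 12.9% (7.85 to 19.9%) of its level in the other primed cells, consistent with feeder cells left in the culture, and why such cells were nearly absent from the naïve libraries stays open.

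The L2 and L3 libraries of a state shared nearly all barcodes, although the paper speaks of 2 batches. The smallest shared percentage within a state was 99.4%, against at most 5.40% between states, which argues against chance sharing of barcodes from one set of beads. The same guide was found in L2 for 66.1% or more of the L3 cells with a guide, against at most 1.35% after shuffling, consistent with the same cells sequenced in both libraries. Whether L3 was a new library from the same cDNA or the same library sequenced again stays open, and no biological explanation was tested.

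Of the 15 clusters of L2 cells, 9, with 1433 cells, were led by pairs of features with equal counts. After ambiguous counts were subtracted, 0 clusters were led by such pairs, consistent with counts shared between overlapping gene annotations. For 8 of the 9 clusters the largest part of the cells then lay in the largest cluster, of 2214 cells. This part ran from 34.3 to 82.5% of the cells of a cluster. For the other cluster it was 43 cells (3.00% of the 1433) in a cluster of 1020 cells. Without ambiguous counts these groups thus did not stay mainly in clusters of their own. Cells that differ in further genes could also join a large cluster, so this does not decide whether the groups differ in more than the shared genes. Other genes may still differ among these cells at a level that 1418 counts per naïve cell and 1212 counts per primed cell do not show, and this was not tested.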

How the results depend on the processing

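Alternatives chosen only after values were seen were unique barcodes, clusters without ambiguous counts, guides in either library or without ambiguous counts, the tally of targets with 0.5 counts added, and pairs with 10 cells, pairs with a target count and ranks for the correlation. No paired analysis was possible because L2 and L3 held the same cells, which leaves 1 sample per state and no test to block. The planned edgeR, camera, fry and DESeq2 tests and the p of the paper's rank test were not run for the same reason, and the 4 marker scores were tallied without a minimum of cells, since 50 cells leaves none. In all 16 alternatives between states, the 6 markers kept their direction and 8 targets differed at least 2-fold, of 16, or of 15 with ambiguous counts subtracted, which leaves Mat2a without counts. Genes called by size numbered 421, and 358 (the 2000 barcodes with the most counts) to 485 (thinned cells) in alternatives. The split of 141 higher and 280 lower became 174 and 240 without TMM, which moved the median log2 of all genes from −0.06 to 0.03. Without primed L3 it was 94 and 338, without naïve L3 175 and 226, without naïve L2 165 and 235, and without primed L2 128 and 307. Of 18 lists, 12 lay outside the central 95% of random lists, and 9 after thinning. The log2 ratio of Nanog, −3.87, was −4.14 with at least 1000 genes and −3.46 after thinning. Shallow cells limit low genes such as Lin28b and Otx2 in naïve cells.

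The share of neighbours of the same state, 97.7%, was 98.4% with 10 principal components, 98.3% with at least 1000 genes and 97.0% with each barcode in 1 library, and the cause was not tested. The 6089 kept L2 cells became 2369 with at least 1000 genes, 396 with at least 2000 genes and 3401 with a mitochondrial limit of 5%, by construction. The 15 clusters became 8 with ambiguous counts subtracted, and 11 and 22 at resolutions of 0.4 and 1.2. The share of targets that were lower, 73.7%, was 100% in the 6 pairs with at least 50 cells, all naïve, and 62.5 to 89.5% in the other alternatives. Of the 4 marker directions that the paper names, the mean log2 ratio gave 3 and the summed ratio 4, and 3 to 4 in alternatives by either. For Nanog and Esrrb guides the sum includes the targeted gene itself. Only 1 summed interval, that of Nanog, excluded 1 in the named direction, and 0 to 2 did in alternatives. Without ambiguous guide counts the sum was 1.04 for Nanog and 1.41 for Tcf3. For each of these genes, 2 guides had the same ambiguous counts. Their removal drops cells of that target, so these sums do not test the assignment of the dropped cells. The correlation of expression and ratio, −0.19, was −0.47 (permutation p = 0.0382, and 0.0650 against shuffled cells) with the mean in place of the median, and −0.62 to −0.02 in the others. The cause was not tested.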

Differences from the paper's values

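The paper states about 2000 cells per sample and names no filter for these cells in its text, and the filters used here kept 3638 cells in naïve L2. The 2451 cells of primed L2, 2684 of naïve L3 and 1977 of primed L3 lay within 1.5 times the paper's number. Among the alternatives set before the data were examined, at least 1000 genes (1585 cells) and a mitochondrial limit of 5% (1964 cells) lay within that range for naïve L2. In the other libraries at least 1000 genes left 784, 996 and 565 cells, outside it, and the 5% limit left 1437 and 1488 cells, inside it, and 1166 in primed L3, outside it. In naïve L2, at least 200 genes (3727 cells), at least 2000 genes (282 cells) and a mitochondrial limit of 20% (4413 cells) did not. The paper also states that about 6000 cells were captured per sample, and the files hold 5073 barcodes for naïve L2, within 1.5 times that number, but 3425 for primed L2, 3855 for naïve L3 and 2795 for primed L3. Captured cells and deposited barcodes are not the same measure, and no alternative changes the number of barcodes.

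The correlation of median target expression with the strength of downregulation in the paper is about 0.45 in Fig. 5a, read by eye, and the size of the correlation here was 0.189. The paper's measure of downregulation is a rank p-value over cells, and here it was the log2 ratio. Among the alternatives set before the data were examined, the mean in place of the median (0.473), the mean within naïve cells (0.420) and the mean within primed cells (0.617) were within a tolerance of the paper's value, and the median within naïve cells (0.0248) was not. The tolerance, chosen after values were seen, is 0.25 for 19, 0.333 for 12 and 0.5 for 7 pairs, so the value here lay just outside it and 7 pairs exclude little. The rank measure, an alternative chosen after seeing the values, gave −0.39 (permutation p = 0.0683) over the same 19 pairs, so it drops none of them, and lay within the tolerance. The rank of a gene detected in few cells can move little, so this value does not show that highly expressed targets were lowered more.

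Other statements of the paper were met only in part or not settled by these counts. In the paper, Tcf3 knockout raises the naïve markers, and here the summed ratio was 1.07 while the mean log2 ratio of the 4 markers was −0.04. With cells of several targets included the sum was 1.198. In the paper, Esrrb knockout lowers the naïve markers, and here the summed ratio of 0.934 had that direction with an interval that includes 1. That sum includes the targeted Esrrb itself, at 0.589. Of the other markers Klf4 was at 0.580, but Nanog was at 1.07 and Tdh at 1.26, so the direction without Esrrb is not settled. In the paper, Klf4 knockout raises Otx2 in primed cells, and here the ratio was 1.02 in L2 and 1.79 in L3, both with intervals that include 1. The paper reports that nearly all of the 7 genes whose own lower level missed its threshold had under 100 cells, and here 5 of them did, as did 12 of all 15 targets. Lin28a, among these 5, may be undercounted because of ambiguous guide counts that it may share with Lin28b. In the paper, guides enriched in single clusters came from a pair of genes, and here 4 of 494 comparisons lay above the other guides without adjustment, 2 of them of negative control guides and 2 of Lin28b guides, so no guide is called enriched. In the paper, Tdh is lower only in naïve cells with its guides, and here the primed ratio was 0.621 with an interval that includes both 1 and the naïve ratio.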

Other observations

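The counts of genes at least 2-fold apart and the places of medians among random lists were chosen only after values were seen, to stand in for the planned tests, and all values are sizes without a test between states.

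Of 14 genes of ERK output, 9 were at least 2-fold higher in primed cells and 0 lower, with a median log2 of 1.53, above all random lists. The largest ratios were those of the AP-1 member Fosl1 (5.75, from 2 counts in naïve L2) and of the feedback inhibitors Spry4 (4.39), Dusp4 (4.21) and Dusp6 (3.84). Of 12 measured Wnt targets, 6 were lower and 1 higher, with a median of −2.63, below all random lists. The caudal gene Cdx2 (−6.60), T (−6.35, from 1 count in primed L2) and the feedback inhibitors Axin2 (−5.07) and Notum (−4.94) were lower beside Sp5 and Cdx1, while Lef1, a transcription factor of the pathway, was at 3.803. The median of this list depends on its low genes, at −0.14 (percentile 25.3, 14 genes) without the filter on low counts and 0.19 (percentile 73.7, 6 genes) with at least 10 counts in every library, which drops genes absent from primed cells. Of 11 LIF-STAT3 targets, 7 were lower and 0 higher, with a median of −1.45, below all random lists. Beside Tfcp2l1 and Klf4 these included Bcl3 (−4.40), the feedback inhibitor Socs3 (−4.33) and Stat3 itself (−2.14). Although Activin was added, 4 of 8 Nodal-Activin targets were lower and 1 was higher (median −0.94, percentile 0.240), with the TGF-beta antagonists Lefty2 at −3.29 and Smad7 at −2.04, Nodal at −2.14 and the repressor Skil at 3.72. That median was −0.44 (percentile 9.18) in cells with at least 1000 genes, −0.66 (percentile 5.0) after thinning and −1.54 without the feeder fibroblast-like cells. The study's 4 naïve markers were all lower (median −3.61) and its 2 primed markers both higher (median 5.07), which is not independent evidence since the study chose them for these states. Of its 16 target genes, 3 were higher and 5 lower (median −0.22, percentile 17.0).

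Among other groups, 4 of 18 genes of glycolysis were higher and 2 lower (median 0.26, percentile 97.54). This fell to 0.10 (percentile 80.1) after thinning, and to percentiles of 96.9, 96.1 and 93.3 without naïve L2, primed L2 or naïve L3, so no shift of the list as a whole is claimed. The lactate exporter Slc16a3 was at 4.45, Pdk1, which restrains pyruvate entry into mitochondria, at 2.65, lactate dehydrogenase Ldha at 1.09 and the glucose transporter Slc2a1 at 1.26, while the transporter Slc2a3 was at −2.83 and hexokinase Hk1 at −2.17. Of 10 genes of DNA methylation, 4 were higher and 2 lower (median 0.15, percentile 82.8, and 0.95 at percentile 99.99 for the 8 genes with at least 10 counts in every library), led by Dnmt3l and Dnmt3b on the higher side and Prdm14 and Tet2 on the lower. Of 22 genes of one-carbon and threonine metabolism, 1 was higher and 3 lower (median −0.18, percentile 20.3). Of 10 core pluripotency genes, 3 were higher and 1 lower (median 0.15, percentile 85.4), with Dppa4 at 1.12, Sox2 at −1.08 and Pou5f1 at −0.23. Of 11 germline genes, 3 were higher and 1 lower (median 0.71, percentile 99.3), with Mael at 2.46, Sycp3 at 1.66, Ddx4 at 1.15 and Dazl at −2.0, all of them under 20 CPM in both states. The list of epithelial to mesenchymal genes had 4 of 10 higher and 0 lower (median 0.64, percentile 99.8). Without the feeder fibroblast-like cells the median was 0.59. The 4 higher genes were the epithelial genes Cldn6, Krt18 (3.55), Epcam (3.05) and Cdh1 (1.60). Mesenchymal Vim was at 0.04 and Fn1 at −0.22 with the feeder fibroblast-like cells included. In primed L2 these cells had 3610 CPM of Vim and 2931 CPM of Fn1, against 54.8 and 162 CPM in the other primed cells. The ratios of Vim and Fn1 and the count of 0 lower therefore do not describe the stem cells alone. Of 12 immediate early and heat shock genes, 4 were higher and 2 lower (median 0.86, percentile 99.96), with Fosb at 2.46, Hspa1a at 1.39 (−0.06 to 2.43), Hspb1 at −1.42 and Ier2 at −1.22. That median was 0.18 (percentile 84.7) without the feeder fibroblast-like cells, and −0.17 (percentile 33.2) after thinning. None of the 15 genes of the G2M phase (median 0.02, percentile 68.1) or of the 13 mitochondrially encoded genes (median 0.12, percentile 81.4) differed 2-fold, and the largest ratios were −0.61 for Birc5, 0.55 for Bub1 and 0.57 for mt-Nd4.

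Between L3 and L2, which hold the same cells, the largest log2 ratios of L3 over L2 were 1.13 for Olfr1423, 1.04 for Ttf1, 1.03 for Ccdc138 and 1.03 for Ddc. On the other side were Rasl2-9 (−1.47), Rpl6l (−1.43), Cmah (−1.22), Olfr6 (−0.94) and Dtnb (−0.92). Of the counts of these genes, 50.9% were ambiguous for Olfr1423, 43.8% for Ttf1, 35.6% for Ccdc138, 36.7% for Ddc, 32.3% for Rasl2-9, 77.7% for Rpl6l and 67.4% for Cmah, but 0.404% for Olfr6 and 0.868% for Dtnb.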
